A study of Mus musculus with 12 samples. Its data were reported in "Multipotent neural stem cells originating from neuroepithelium exist outside the mouse central nervous system" (2025).

How the data were processed

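RNA from 12 samples in 6 groups of 2 had been labelled with biotin and hybridized to Illumina mouse expression bead arrays. The deposited raw table gives, per probe and array, a signal intensity on a linear scale, which the authors mapped to genes with BeadStudio 3.2 and did not normalize. The deposited raw table also gives a detection p-value per probe and array, from the scanner software's comparison with negative controls. A second deposited table holds the authors' normalized log2 values, made after RMA-type background correction with lumi according to the methods and the submitters' processing notes. Its medians lay between 3.26 and 3.27 per array, and its values correlated with those used here at r = 0.985 to 0.986 across kept probes.

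Raw intensities were processed with limma 3.58.1 in R 4.3.3. The neqc function corrected the background by normexp with negative controls inferred from the detection p-values and an offset of 16, then quantile-normalized and took log2. A probe was kept if its detection p-value was under 0.05 on at least 2 arrays, which left 14869 of 25697 probes. The platform annotation used here gave 23978 probes 1 gene symbol, 0 several and 1719 none. Of these, 23962 matched a gene in the RefSeq table of assembly GRCm38.p6, which was used for names only, so no coordinates are given. The 863 kept probes with no symbol were not tested. Each gene took its probe with the highest mean, giving 10144 genes, of which 2738 had more than 1 kept probe. In each comparison 0 to 20 called genes had another kept probe called in the opposite direction.

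One limma model (lmFit, contrasts.fit, eBayes) over all 12 arrays gave 15 comparisons with moderated tests and Benjamini-Hochberg adjustment over all genes, called at adjusted p under 0.05. It had 6 residual and 5.82 prior degrees of freedom. Groups were taken from the sample labels. Replicate arrays of a group shared 0.292 to 0.638% of their raw intensities exactly, and none was a repeat deposit. A gene with no array of a group above background has only a bound there. Its fold is given as at least N-fold, the mean of the brighter group against the mean, per array, of the higher of the dim value and the lowest detected signal. In the mean of the pNSC groups this was done for each group at background.

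The design, alternatives, gene lists and rule for named genes were fixed before the data were examined. The rule took genes singled out by the study (among them Sox2, Sox1, Nes, Olig2, Pax6, Gfap, Col1a1, Ccn2 under its older name Ctgf, Snai1, Snai2, Thy1, Pou5f1, Nanog, Sox10, Ngfr). It added the 10 largest rises and 10 largest falls past the threshold with no overlap between arrays, and up to 4 members with the smallest p of each list that was called or had at least 3 called members. The text names fewer, in order of rank. Sox1, Pax6, Gfap and Nanog did not pass the detection filter, and Snai2 and Sox10 were not analysed here.

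The 19 gene lists were neural stem cell and radial glia, fibroblast and extracellular matrix, neural crest and Schwann cell, neuron and neuroblast, oligodendrocyte lineage, astrocyte, pluripotency, cell cycle, p53 targets and CDK inhibitors, lung epithelium, limb mesenchyme with cartilage and muscle, Hox, forebrain and midbrain patterning, endothelium, blood and macrophage, interferon response, cholesterol synthesis, imprinted and sex-linked genes. They hold 347 genes, 305 named on the array and 222 tested. Insig1 and Stard4, which are in the cholesterol synthesis list, do not encode enzymes of that pathway. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 285 tests. Of 92 called, 45 were also called with an estimated correlation, and where that ends a call its p is given beside it.

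The fit was tested on simulated arrays with each gene's spread as pooled by the model and 200 of 10144 genes changed. Every group was given the same spread, so false calls from a wider spread in some group are not measured. For elpNSCs-early against Control-NSC, 52.2% of 1.5-fold, 98.5% of 2-fold and 100% of 4-fold changes were recovered, and 3.47% of calls were false. For the difference of late-early changes between lines, 17.9, 82.1 and 100% were recovered, and 5.67% of calls were false.

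The alternatives were the authors' deposited log2 values, normexp with an offset of 50, no background correction, median scaling, no detection filter, a detection p-value under 0.01, the mean over kept probes, an intensity trend with a robust prior, the replicate number as a block, only the arrays of the groups compared, a fold of at least 2, each array left out in turn, an estimated inter-gene correlation, Spearman rho and the 1000 most variable genes.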

Results

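Gene expression was measured on 12 single-colour bead arrays of mouse cells, 2 arrays in each of 6 groups. Peripheral neural stem cells (pNSCs) are neural stem cell-like lines from tissue outside the central nervous system. The lines here came from embryonic limb (elpNSCs) and adult lung (alpNSCs), each sampled early and late. The labels give neither the passages behind early and late nor any low-pH treatment of the lines. The study describes array comparisons of its low-pH limb and lung lines with brain neural stem cells and fibroblasts, and names this series as its array data, so the lines here are probably those, under another name. No comparison here tests such treatment. Control-NSC arrays held brain neural stem cells, and Fibroblasts arrays held the non-neural reference cells. Between 11801 and 12836 of 25697 probes were detected per array (45.9 to 49.95%), with median raw intensities of 98.1 to 115.7, and 10144 genes were tested. Levels are normalized log2 intensities, given as mean ± SD with n = 2 arrays per group. The number of arrays limits the precision. The study's methods call the replicates biological, but no source used here says that they came from separate cultures or animals, so p-values measure only the spread between these samples, which may be technical.

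Whole profiles were compared to ask how close pNSCs lie to brain neural stem cells and to fibroblasts. Across genes, pNSC arrays correlated with Control-NSC arrays at a mean r of 0.971 (range 0.964 to 0.976, 16 array pairs) and with Fibroblasts arrays at 0.791 (0.775 to 0.805, 16 pairs). Control-NSC and Fibroblasts arrays correlated at 0.791 (0.789 to 0.792, 4 pairs). Replicate arrays of a group correlated at 0.990 to 0.996, lowest in elpNSCs-early. The mean r with Control-NSC was 0.968 for early and 0.974 for late pNSC arrays. Genes are not independent replicates, so these values carry no p-value. In average-linkage clustering on 1 - r, the lung arrays joined at 0.0119 and the limb arrays at 0.0256. All pNSC arrays joined at 0.0271, Control-NSC at 0.0294 and Fibroblasts at 0.209. The limb groups were not each other's nearest, however. By mean 1 - r, elpNSCs-early lay closer to alpNSCs-early (0.0240) and elpNSCs-late to alpNSCs-late (0.0232). Fibroblasts split off first in all 9 alternatives tried, whereas Control-NSC lay outside all pNSC arrays in 6 of them and not in the other 3 (normexp with offset 50, no background correction, median scaling).

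Brain neural stem cells were set against fibroblasts to see which genes differ between these cultures. In all comparisons with Fibroblasts, cell type cannot be told apart from sex, or from culture medium where that differed. Xist, the X-inactivation RNA, was detected on 2 Fibroblasts arrays and on 0 arrays of Control-NSC or pNSCs. The Y-linked genes Kdm5d and Uty were also detected on 2 Fibroblasts arrays, so these are not shown to be female alone. The study kept its limb and lung starting cells in serum and its neural stem cells in EGF and bFGF. Medium was not part of the model. The basic helix-loop-helix factor Olig1 was 571-fold (log2 difference 9.16 ± 0.12 SE, adjusted p = 9.9e-14) higher in Control-NSC, at 13.85 ± 0.15 against 4.69 ± 0.17 (SD, n = 2). The neural stem cell factor Sox2 was at least 12.6-fold (adjusted p = 2.2e-09) higher, the intermediate filament gene Nes 17.4-fold (log2 difference 4.12 ± 0.14 SE, adjusted p = 6.9e-11) and the progenitor factor Olig2 at least 7.25-fold (adjusted p = 6.9e-07). The matrix calcification inhibitor Mgp was at least 606-fold (adjusted p = 4.0e-14) lower in Control-NSC, the growth factor Igf2 636-fold (log2 difference -9.31 ± 0.14 SE, adjusted p = 1.6e-13), and the collagen chain gene Col1a1 at least 32.6-fold (adjusted p = 1.2e-12). In total, 6278 genes differed, 3517 higher and 2761 lower.

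Further genes higher in Control-NSC were Bcas1, expressed in maturing oligodendrocytes, by at least 179-fold, Nup210 by at least 169-fold and Bex2 by 167-fold. Further large falls were Angptl7 (at least 395-fold) and the small proteoglycans biglycan, Bgn (at least 434-fold), and decorin, Dcn (at least 399-fold). Among neural stem cell and radial glia genes, 16 of 17 genes tested were higher, 1 lower and 0 not called (camera adjusted p = 9.5e-07, adjusted over the list alone 16 higher and 1 lower). The glial glutamate transporter Slc1a3 was 19.1-fold and the brain proteoglycans Bcan at least 48.1-fold and Ncan at least 28.3-fold higher. Among fibroblast and extracellular matrix genes, 0 of 24 genes tested were higher, 24 lower and 0 not called (camera adjusted p = 1.6e-16, adjusted over the list alone 0 higher and 24 lower). They included Lum (at least 128-fold), Col3a1 (at least 77.0-fold), the smooth muscle actin gene Acta2 (99.5-fold), the matricellular gene Ccn2, also called Ctgf (17.9-fold), the transcription factor Snai1 (6.99-fold) and the surface glycoprotein Thy1 (2.57-fold). Of interferon-response genes, 0 of 18 genes tested were higher, 18 lower and 0 not called (camera adjusted p = 2.1e-09, adjusted over the list alone 0 higher and 18 lower), for example Oasl2 (at least 34.1-fold) and Isg15 (35.3-fold). Of cell cycle genes, 19 of 20 genes tested were higher, 0 lower and 1 not called (camera adjusted p = 4.9e-08, adjusted over the list alone 19 higher and 0 lower). The mitotic kinesin Kif11 was 14.3-fold and the replication helicase subunit Mcm5 11.7-fold higher. The pluripotency factor Pou5f1 differed by a log2 value of 0.060 ± 0.18 SE (adjusted p = 0.79), and Ngfr was not above background in either group.

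Of imprinted genes, 3 of 14 genes tested were higher, 8 lower and 3 not called (camera adjusted p = 0.032, adjusted over the list alone 3 higher and 8 lower, adjusted p = 0.13 with an estimated correlation), including Dlk1 (at least 67.3-fold) and Grb10 (at least 73.7-fold) on the lower side. Of p53 targets and CDK inhibitors, 2 of 15 genes tested were higher, 11 lower and 2 not called (camera adjusted p = 8.8e-04, adjusted over the list alone 2 higher and 11 lower). Of cholesterol synthesis genes, 9 of 13 genes tested were higher, 0 lower and 4 not called (camera adjusted p = 0.017, adjusted over the list alone 9 higher and 0 lower, adjusted p = 0.17 with an estimated correlation). Of endothelial genes, 0 of 5 genes tested were higher, 4 lower and 1 not called (camera adjusted p = 0.0054, adjusted over the list alone 0 higher and 5 lower, adjusted p = 0.078 with an estimated correlation). Cd34 was 21.3-fold lower. Of blood and macrophage genes, 0 of 3 genes tested were higher, 2 lower and 1 not called (camera adjusted p = 0.029, adjusted over the list alone 0 higher and 2 lower, adjusted p = 0.14 with an estimated correlation). This call was also lost with the deposited normalized values (adjusted p = 0.058) and no detection filter (0.11), and that for imprinted genes with the deposited values (0.058). The lysozyme gene Lyz2 was at least 22.7-fold lower. Of Hox genes, which encode position along the body axis, 3 of 28 genes tested were higher, 17 lower and 8 not called (camera adjusted p = 0.0026, adjusted over the list alone 3 higher and 17 lower), led by Hoxc6 (at least 17.4-fold) and Hoxd10 (at least 15.8-fold). The anterior patterning genes En2 and Otx1 were at least 29.2-fold and at least 34.2-fold higher in Control-NSC.

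The 4 pNSC groups were then set against fibroblasts, to ask whether the same genes separate them. Olig1 was 627-fold higher in elpNSCs-early, 592-fold in alpNSCs-early, 514-fold in elpNSCs-late and 554-fold in alpNSCs-late, in the same order of groups as the next values. Sox2 was at least 12.8-fold, at least 11.8-fold, at least 14.3-fold and at least 11.1-fold higher, and Olig2 at least 7.07-fold, at least 6.29-fold, at least 6.44-fold and at least 6.65-fold. Nes was 6.64-fold, 30.5-fold, 5.49-fold and 24.6-fold higher. Col1a1 was at least 34.1-fold, at least 33.0-fold, at least 33.5-fold and at least 33.2-fold lower, and Snai1 8.96-fold, 10.5-fold, 9.89-fold and 9.01-fold lower. Ccn2 was 7.47-fold and 5.14-fold lower in the early groups and at least 63.3-fold and 44.4-fold lower in the late groups. Thy1 was 11.2-fold lower in elpNSCs-early and at least 53.6-fold, at least 54.3-fold and at least 53.8-fold lower in the others. The highest adjusted p among them was 1.4e-06, for Olig2 in alpNSCs-early.

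Decorin, Dcn, was at least 417-fold, at least 404-fold, at least 409-fold and at least 406-fold lower, and Igf2 381-fold, 588-fold, at least 681-fold and at least 676-fold lower, in elpNSCs-early, alpNSCs-early, elpNSCs-late and alpNSCs-late. Among fibroblast and extracellular matrix genes, 24 of 24 were lower in each pNSC group, with camera adjusted p = 3.5e-17 in 3 groups and 1.6e-16 in elpNSCs-late, and 24 were lower adjusted over the list alone. Of 17 neural stem cell and radial glia genes, 15 were higher and 1 lower in elpNSCs-early (camera adjusted p = 2.7e-07, adjusted over the list alone 15 higher and 1 lower) and 16 higher and 1 lower in each other group, with adjusted p of 1.3e-07, 5.9e-06 and 7.5e-07 and the same counts adjusted over the list alone. Of 20 cell cycle genes, 19 were higher in elpNSCs-late (camera adjusted p = 4.0e-08, adjusted over the list alone 20 higher and 0 lower) and 20 in each other group, with adjusted p of 2.0e-06, 7.2e-08 and 1.6e-08. Of 18 interferon-response genes, 17 were lower in each pNSC group, with adjusted p between 7.5e-10 and 3.7e-09, and 17 were lower adjusted over the list alone, where alpNSCs-late also had 1 higher.

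Other lists were lower in all 4 pNSC groups, with values given in the order elpNSCs-early, alpNSCs-early, elpNSCs-late and alpNSCs-late. Among 15 p53 targets and CDK inhibitors, 1, 2, 2 and 2 were higher, 9, 9, 12 and 10 lower and 5, 4, 1 and 3 not called, and the counts higher and lower were the same adjusted over the list alone. The test gave camera adjusted p = 0.00496, 0.0031, 1.8e-04 and 0.0026, and adjusted p = 0.068, 0.059, 0.033 and 0.058 with an estimated correlation. Among 14 imprinted genes, 2 were higher in each group, 9, 8, 9 and 8 lower and 3, 4, 3 and 4 not called, and the counts higher and lower were the same adjusted over the list alone. The test gave camera adjusted p = 0.00496, 0.0104, 0.00502 and 0.0087, and adjusted p = 0.068, 0.085, 0.068 and 0.078 with an estimated correlation. Among 5 endothelial genes, 4 were lower and 1 not called in each group, with 4 lower adjusted over the list alone. The test gave camera adjusted p = 0.0038, 0.00502, 0.0057 and 0.0103, and adjusted p = 0.069, 0.078, 0.078 and 0.092 with an estimated correlation. Among 3 blood and macrophage genes, 3 were lower in each group, with 3 lower adjusted over the list alone. The test gave camera adjusted p = 0.013, 0.016, 0.019 and 0.0197, and adjusted p = 0.11, 0.11, 0.12 and 0.12 with an estimated correlation.

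Genes that differed from Fibroblasts numbered 5993 in elpNSCs-early, 6145 in alpNSCs-early, 6395 in elpNSCs-late and 6296 in alpNSCs-late. In Control-NSC and all 4 pNSC groups alike, 2391 genes were higher than in Fibroblasts and 1995 lower, while 163 were called opposite to Control-NSC in at least 1 pNSC group. These comparisons share the Fibroblasts arrays, so part of that overlap may come from shared chance values.

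**Figure D1:**
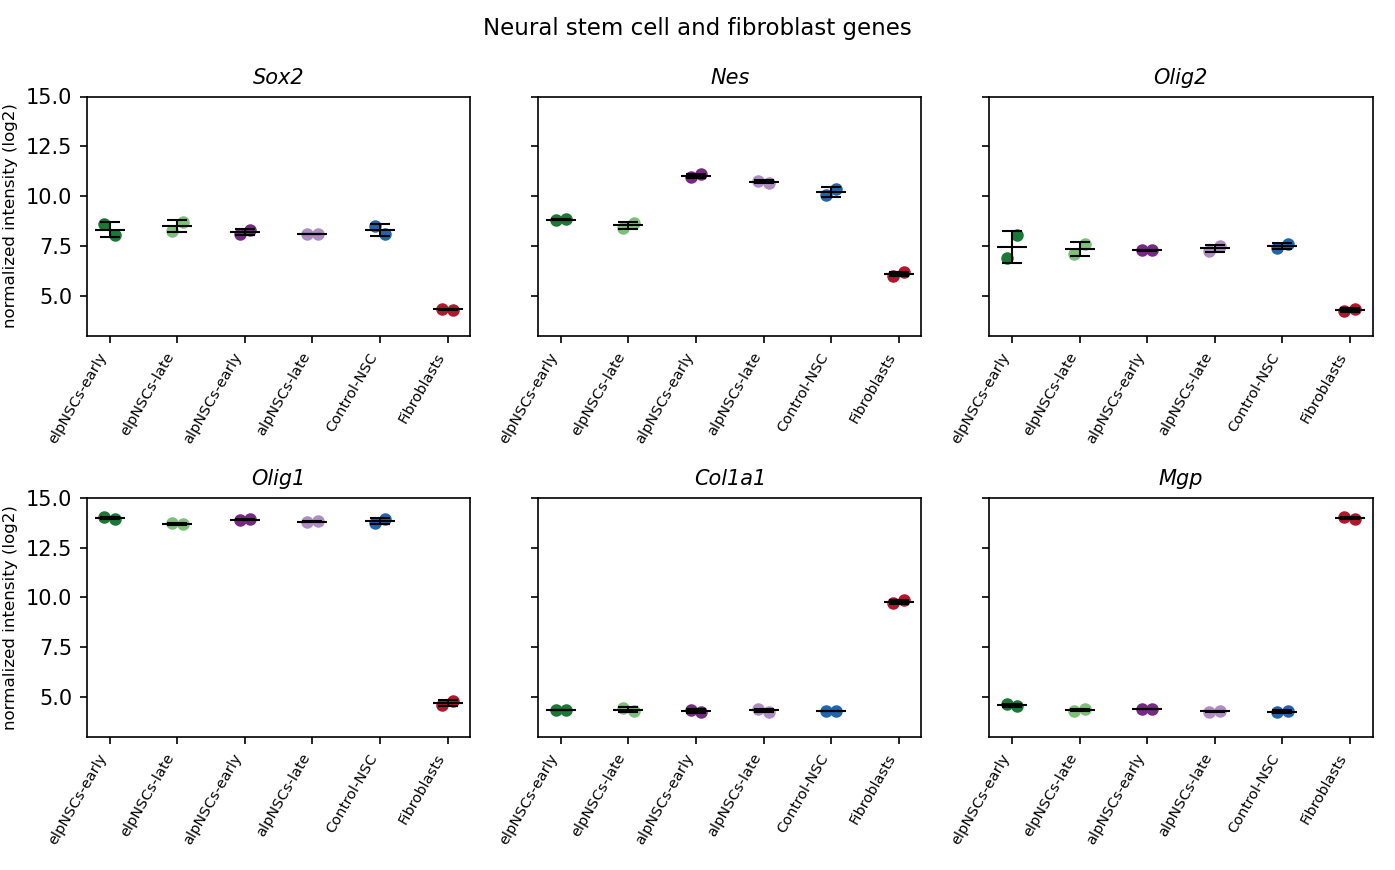
Normalized log2 intensity (vertical axis) of Sox2, Nes, Olig2, Olig1, Col1a1 and Mgp in the 6 groups (horizontal axis). Points are arrays, and black bars give the mean ± SD of 2 arrays. Sox2 lies at 8.10 to 8.48 in all pNSC and Control-NSC groups and at 4.32 in Fibroblasts.

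The mean of the 4 pNSC groups was compared with Control-NSC, to ask where these peripheral and brain cultures differ. Limb, lung and brain are each represented by a single line label. In all comparisons with Control-NSC, tissue of origin therefore cannot be told apart from the line, its donor or its time in culture. Nor can it be told apart from any low-pH treatment of the pNSC lines. Hoxd8 was at least 18.1-fold (adjusted p = 6.3e-11) higher in pNSCs and Hoxb7 at least 11-fold (adjusted p = 7.7e-11), while neither was above background in Control-NSC. The anterior homeobox gene Otx2 was at least 6.12-fold (adjusted p = 2.1e-10) lower, Otx1 5.64-fold (log2 difference -2.50 ± 0.11 SE, adjusted p = 7.7e-09) and En2 4.79-fold (log2 difference -2.26 ± 0.10 SE, adjusted p = 1.1e-08). Ddit4l, an inhibitor of mTOR signalling, was at least 46.3-fold (adjusted p = 1.8e-12) lower, the lysosomal protease gene Ctsc at least 26.0-fold (adjusted p = 3.0e-11) and the scavenger receptor gene Scarf2 at least 18.4-fold (adjusted p = 2.4e-11). Sox2 and Olig2 differed by log2 values of -0.022 ± 0.15 SE (adjusted p = 0.95) and -0.13 ± 0.23 SE (adjusted p = 0.77). In total, 1996 genes differed, 1007 higher and 989 lower.

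Of Hox genes, 14 of 28 genes tested were higher, 1 lower and 13 not called (camera adjusted p = 5.5e-09, adjusted over the list alone 15 higher and 3 lower). Hoxc6 was at least 4.33-fold, Hoxb2 9.44-fold and Hoxa7 10.4-fold higher. Among forebrain and midbrain patterning genes, 1 of 9 genes tested were higher, 3 lower and 5 not called (camera adjusted p = 0.013, adjusted over the list alone 1 higher and 3 lower, adjusted p = 0.17 with an estimated correlation). Of cholesterol synthesis genes, 0 of 13 genes tested were higher, 11 lower and 2 not called (camera adjusted p = 1.5e-08, adjusted over the list alone 0 higher and 12 lower). Fdps was 2.07-fold (log2 difference -1.05 ± 0.095 SE, adjusted p = 6.3e-06), Stard4 2.00-fold, Mvd 1.96-fold and Insig1 1.57-fold lower. Among cell cycle genes, 1 of 20 genes tested were higher, 8 lower and 11 not called (camera adjusted p = 3.1e-04, adjusted over the list alone 1 higher and 9 lower). The mitotic genes Kif11, Cdc20 and Aurka were 2.02-fold, 1.87-fold and 1.84-fold lower, and the cyclin gene Ccnd1 1.51-fold higher. Of neural stem cell and radial glia genes, 7 of 17 genes tested were higher, 2 lower and 8 not called (camera adjusted p = 0.049, adjusted over the list alone 7 higher and 2 lower, adjusted p = 0.27 with an estimated correlation). The Notch effectors Hes5 and Hes1 were 2.35-fold and 2.38-fold higher, the matrix gene Tnc was 2.69-fold higher and the nuclear receptor gene Nr2e1 2.23-fold lower. Of p53 targets and CDK inhibitors, 8 of 15 genes tested were higher, 2 lower and 5 not called (camera adjusted p = 0.044, adjusted over the list alone 8 higher and 3 lower, adjusted p = 0.14 with an estimated correlation). Cdkn2b was 2.79-fold and Cdkn2a 1.92-fold higher. Of oligodendrocyte lineage genes, 5 of 9 genes tested were higher, 1 lower and 3 not called (camera adjusted p = 0.010, adjusted over the list alone 7 higher and 1 lower, adjusted p = 0.088 with an estimated correlation). Cldn11 was at least 1.87-fold and Ugt8a at least 1.84-fold higher and Bcas1 1.96-fold lower. The calls for the stem cell and p53 lists were also lost under median scaling and with the deposited normalized values (adjusted p = 0.062 and 0.065), and that for the stem cell list with the replicate number as a block (0.061).

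Several of these means rest on part of the pNSC groups. For cell cycle genes, 1 of 20 genes tested were higher, 3 lower and 16 not called in elpNSCs-late (camera adjusted p = 0.73, adjusted over the list alone 2 higher and 3 lower), and in alpNSCs-late 1 of 20 genes tested were higher, 0 lower and 19 not called (camera adjusted p = 0.95, adjusted over the list alone 1 higher and 0 lower). For p53 targets and CDK inhibitors, 2 of 15 genes tested were higher, 5 lower and 8 not called in elpNSCs-late (camera adjusted p = 0.14, adjusted over the list alone 2 higher and 5 lower), and in alpNSCs-late 3 of 15 genes tested were higher, 1 lower and 11 not called (camera adjusted p = 0.39, adjusted over the list alone 4 higher and 1 lower). For neural stem cell and radial glia genes, 4 of 17 genes tested were higher, 3 lower and 10 not called in elpNSCs-late (camera adjusted p = 0.95, adjusted over the list alone 5 higher and 4 lower), and in alpNSCs-late 3 of 17 genes tested were higher, 1 lower and 13 not called (camera adjusted p = 0.22, adjusted over the list alone 3 higher and 1 lower). None of these late-group tests was called. For oligodendrocyte lineage genes neither lung group was called, where 2 of 9 genes tested were higher, 2 lower and 5 not called in alpNSCs-early (camera adjusted p = 0.76, adjusted over the list alone 4 higher and 2 lower), and in alpNSCs-late 2 of 9 genes tested were higher, 1 lower and 6 not called (camera adjusted p = 0.47, adjusted over the list alone 2 higher and 1 lower). Nor was the stem cell list called in elpNSCs-early, where 6 of 17 genes tested were higher, 2 lower and 9 not called (camera adjusted p = 0.053, adjusted over the list alone 7 higher and 2 lower). Hes5 lay at 8.85 in elpNSCs-early, 10.83 in alpNSCs-early, 4.72 in elpNSCs-late and 6.69 in alpNSCs-late, against 6.54 in Control-NSC. In the same order, Cdkn2b lay at 9.38, 8.39, 8.96 and 5.49 against 6.57, and Hoxc6 at 5.09, 10.20, 4.33 and 7.85 against 4.35. Hoxc6 was detected on 0 elpNSCs-late arrays and Ugt8a on 0 alpNSCs-late arrays.

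Among the largest rises were also Brinp3 (at least 9.82-fold), Slitrk5 (11.3-fold) and Gas6, a ligand of the TAM receptor kinases (10.5-fold). Lower genes included Efs (at least 17.8-fold) and Thy1 (at least 14.1-fold). Snai1 was 1.37-fold (log2 difference -0.45 ± 0.12 SE, adjusted p = 0.015) lower. Pou5f1 and Ngfr were not called (adjusted p = 0.65 and adjusted p = 0.097), with Pou5f1 at background in elpNSCs-late and Ngfr in Control-NSC. Nes was 1.35-fold (log2 difference -0.43 ± 0.11 SE, adjusted p = 0.016) lower over all pNSCs, a mean over limb groups below Control-NSC and lung groups above it. The Nes call was lost under median scaling (adjusted p = 0.0505) and without Control-NSC replicate 2 (adjusted p = 0.30). That for Snai1 was lost with normexp and offset 50 (0.054), no background correction (0.071), the mean over probes (0.22) and without Control-NSC replicate 1 (0.13) or 2 (0.11), whereas Ngfr gained one without elpNSCs-late replicate 2 (adjusted p = 0.013). Without Control-NSC replicate 1 or 2, 1107 and 1135 genes differed in place of 1996.

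**Figure D2:**
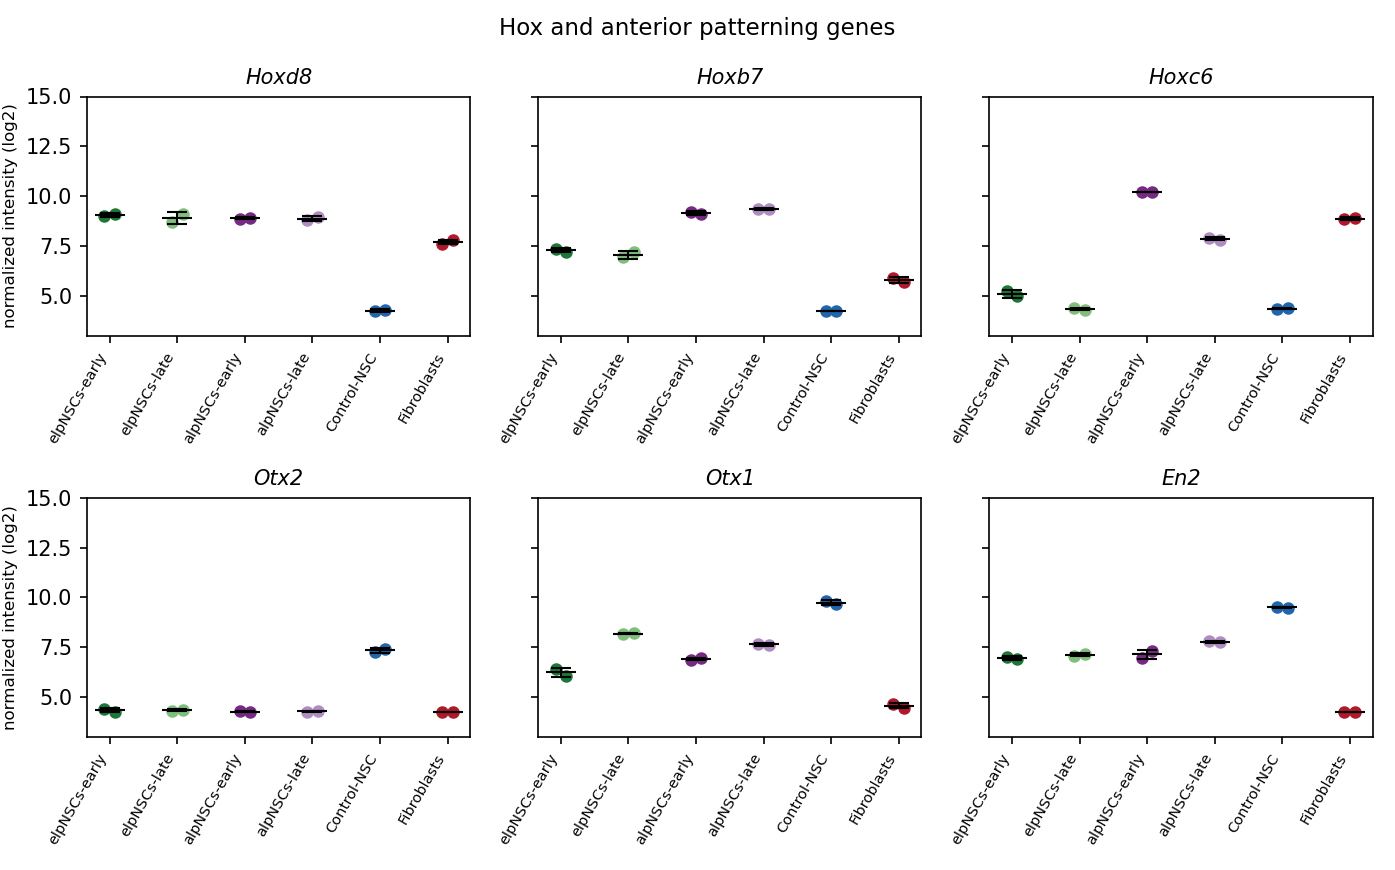
Normalized log2 intensity (vertical axis) of the Hox genes Hoxd8, Hoxb7 and Hoxc6 and the anterior genes Otx2, Otx1 and En2 in the 6 groups (horizontal axis). Points are arrays, and black bars give the mean ± SD of 2 arrays. Hoxd8 lies at 8.87 to 9.06 in the pNSC groups and 4.25 in Control-NSC, and Otx2 at 4.26 to 4.33 and 7.33.

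Early limb pNSCs were set against Control-NSC. The immediate-early factor Fos was 35.6-fold (log2 difference 5.16 ± 0.22 SE, adjusted p = 7.1e-09) higher in elpNSCs-early, at 11.91 ± 0.34 against 6.76 ± 0.016 (SD, n = 2). Hoxd8 was at least 19.7-fold (adjusted p = 5.4e-10) higher, Brinp3 at least 22.3-fold (adjusted p = 1.2e-10), Gas6 19.1-fold (log2 difference 4.25 ± 0.15 SE, adjusted p = 1.6e-09) and the protocadherin gene Pcdh17 at least 14.1-fold (adjusted p = 4.5e-08). The Hsp70 co-chaperone Bag3 was at least 55.2-fold (adjusted p = 3.3e-11) lower, Ctsc at least 28.9-fold (adjusted p = 2.1e-10), Npepl1 29.0-fold (log2 difference -4.86 ± 0.15 SE, adjusted p = 6.0e-10) and the secreted BMP and Wnt antagonist Sostdc1 28.0-fold (log2 difference -4.81 ± 0.11 SE, adjusted p = 1.2e-10). Of cholesterol synthesis genes, 0 of 13 genes tested were higher, 13 lower and 0 not called (camera adjusted p = 2.1e-09, adjusted over the list alone 0 higher and 13 lower). Stard4 was 3.83-fold and Fdps 2.67-fold lower. Of cell cycle genes, 1 of 20 genes tested were higher, 16 lower and 3 not called (camera adjusted p = 3.7e-09, adjusted over the list alone 1 higher and 17 lower). Kif11 was 3.34-fold, Cdc20 3.12-fold and Aurka 3.63-fold lower.

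Of p53 targets and CDK inhibitors in elpNSCs-early, 9 of 15 genes tested were higher, 3 lower and 3 not called (camera adjusted p = 0.0049, adjusted over the list alone 9 higher and 3 lower, adjusted p = 0.068 with an estimated correlation). The CDK inhibitors Cdkn2b and Cdkn1a were 7.01-fold and 2.21-fold higher, and the pro-apoptotic gene Bbc3 2.34-fold. Of Hox genes, 11 of 28 genes tested were higher, 1 lower and 16 not called (camera adjusted p = 2.1e-04, adjusted over the list alone 11 higher and 1 lower). Hoxb7 was at least 5.75-fold higher. Otx2, Otx1 and En2 were at least 6.24-fold, 11.3-fold and 5.83-fold lower, the 3 genes called among forebrain and midbrain patterning genes, of which 0 of 9 genes tested were higher, 3 lower and 6 not called (camera adjusted p = 0.010, adjusted over the list alone 1 higher and 3 lower, adjusted p = 0.16 with an estimated correlation). Of astrocyte genes, 6 of 10 genes tested were higher, 1 lower and 3 not called (camera adjusted p = 0.017, adjusted over the list alone 6 higher and 1 lower, adjusted p = 0.25 with an estimated correlation). Apoe was 2.83-fold and S100b 3.51-fold higher. Of oligodendrocyte lineage genes, 5 of 9 genes tested were higher, 1 lower and 3 not called (camera adjusted p = 0.048, adjusted over the list alone 5 higher and 1 lower, adjusted p = 0.16 with an estimated correlation), a call also lost with normexp and offset 50 or no background correction. The fibroblast list was not called as a whole, while its members Ccn1 (8.52-fold), Acta2 (6.25-fold), Col6a1 (at least 7.46-fold) and Ccn2 (2.40-fold) were higher and Thy1 (4.34-fold) lower. Hes5 and Hes1 were 4.95-fold and 4.03-fold higher, and Nes 2.62-fold (log2 difference -1.39 ± 0.14 SE, adjusted p = 1.7e-05) lower. Sox2 differed by a log2 value of 0.020 ± 0.20 SE (adjusted p = 0.96). Olig2 differed by -0.037 ± 0.28 SE (adjusted p = 0.95), with replicates far apart in elpNSCs-early (7.46 ± 0.80), and was called lower without elpNSCs-early replicate 2 (adjusted p = 0.045). In total, 2644 genes differed, 1371 higher and 1273 lower, and 1730 did without Control-NSC replicate 1. Median scaling moved the share of higher calls from 51.9 to 36.1%.

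Early lung pNSCs were set against Control-NSC. Hoxc6 was at least 43.5-fold (adjusted p = 2.3e-11) higher in alpNSCs-early, Hoxb7 at least 21.1-fold (adjusted p = 2.0e-10) and Hoxd8 at least 17.6-fold (adjusted p = 6.4e-10). Fos was 31.9-fold (log2 difference 4.99 ± 0.22 SE, adjusted p = 1.1e-08) higher and Hes5 19.6-fold (log2 difference 4.29 ± 0.12 SE, adjusted p = 2.0e-10), with Hes5 at 10.83 ± 0.11 against 6.54 ± 0.018 (SD, n = 2). Ddit4l was 56.2-fold (log2 difference -5.81 ± 0.11 SE, adjusted p = 2.3e-11) lower, the angiopoietin gene Angpt2 46.4-fold (log2 difference -5.54 ± 0.15 SE, adjusted p = 2.2e-10), Vxn at least 25-fold (adjusted p = 6.6e-11) and Thy1 at least 20.8-fold (adjusted p = 6.6e-11). In total, 1842 genes differed, 915 higher and 927 lower.

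Of Hox genes in alpNSCs-early, 15 of 28 genes tested were higher, 1 lower and 12 not called (camera adjusted p = 1.9e-10, adjusted over the list alone 15 higher and 1 lower). Otx2, Otx1 and En2 were at least 6.04-fold, 7.18-fold and 5.17-fold lower, and of forebrain and midbrain patterning genes 1 of 9 genes tested were higher, 3 lower and 5 not called (camera adjusted p = 0.011, adjusted over the list alone 1 higher and 3 lower, adjusted p = 0.16 with an estimated correlation). Of neural stem cell and radial glia genes, 8 of 17 genes tested were higher, 1 lower and 8 not called (camera adjusted p = 0.0031, adjusted over the list alone 9 higher and 1 lower, adjusted p = 0.13 with an estimated correlation). Hes1 was 4.66-fold and Nes 1.76-fold (log2 difference 0.81 ± 0.14 SE, adjusted p = 0.0013) higher. Among cholesterol synthesis genes, 0 of 13 genes tested were higher, 9 lower and 4 not called (camera adjusted p = 8.4e-09, adjusted over the list alone 0 higher and 12 lower). Fdps was 2.88-fold and Stard4 2.45-fold lower. Among cell cycle genes, 1 of 20 genes tested were higher, 8 lower and 11 not called (camera adjusted p = 2.0e-04, adjusted over the list alone 1 higher and 9 lower). Kif11 was 2.44-fold and Cdc20 2.25-fold lower. Of p53 targets and CDK inhibitors, 10 of 15 genes tested were higher, 2 lower and 3 not called (camera adjusted p = 0.0014, adjusted over the list alone 10 higher and 2 lower). Cdkn2b was 3.52-fold and Cdkn2a 3.09-fold higher. Ccn1 and Ccn2 were 10.3-fold and 3.48-fold higher. The log2 difference of Sox2 was -0.098 ± 0.20 SE (adjusted p = 0.82) and that of Olig2 -0.21 ± 0.28 SE (adjusted p = 0.72).

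Late limb pNSCs were set against Control-NSC. The beta-tubulin gene Tubb6 was at least 79.2-fold (adjusted p = 6.0e-12) lower in elpNSCs-late, Ddit4l at least 63.0-fold (adjusted p = 6.0e-12) and Bag3 at least 54.1-fold (adjusted p = 1.5e-11). Brinp3 was at least 18.9-fold (adjusted p = 1.0e-10) higher, Hoxd8 at least 17.7-fold (adjusted p = 5.5e-10) and the transmembrane gene Slitrk5 17.9-fold (log2 difference 4.16 ± 0.17 SE, adjusted p = 4.2e-09). Of oligodendrocyte lineage genes, 5 of 9 genes tested were higher, 1 lower and 3 not called (camera adjusted p = 8.0e-05, adjusted over the list alone 6 higher and 1 lower). The precursor receptor Gpr17 was at least 4.35-fold, the galactolipid enzyme Ugt8a at least 4.23-fold, Cldn11 at least 1.73-fold and the growth factor receptor Pdgfra 2.11-fold higher. Of Hox genes, 10 of 28 genes tested were higher, 0 lower and 18 not called (camera adjusted p = 3.0e-05, adjusted over the list alone 10 higher and 1 lower). Hoxb7 was at least 4.96-fold and Hoxb2 10.6-fold higher.

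Otx2, En2 and Otx1 were at least 6.12-fold, 5.20-fold and 2.93-fold lower in elpNSCs-late, but the forebrain and midbrain list was not called, where 0 of 9 genes tested were higher, 3 lower and 6 not called (camera adjusted p = 0.16, adjusted over the list alone 2 higher and 3 lower). Of neuron and neuroblast genes, 5 of 12 genes tested were higher, 1 lower and 6 not called (camera adjusted p = 0.031, adjusted over the list alone 5 higher and 1 lower, adjusted p = 0.17 with an estimated correlation), led by Elavl4 (at least 5.27-fold), and this call was lost under all 4 other normalizations. Of imprinted genes, 1 of 14 genes tested were higher, 5 lower and 8 not called (camera adjusted p = 0.023, adjusted over the list alone 1 higher and 6 lower, adjusted p = 0.11 with an estimated correlation), led by Mest (2.73-fold). For cholesterol synthesis genes, 0 of 13 genes tested were higher, 2 lower and 11 not called (camera adjusted p = 0.013, adjusted over the list alone 0 higher and 3 lower, adjusted p = 0.16 with an estimated correlation), namely Insig1 (1.85-fold, log2 difference -0.89 ± 0.12 SE, adjusted p = 2.6e-04) and Fdps (1.5-fold, log2 difference -0.58 ± 0.12 SE, adjusted p = 0.0054), the second not called without Control-NSC replicate 2 (adjusted p = 0.055). Hes5 was 3.54-fold (log2 difference -1.82 ± 0.12 SE, adjusted p = 2.8e-07) lower, Nes 3.17-fold (log2 difference -1.66 ± 0.14 SE, adjusted p = 4.2e-06), Thy1 at least 21.1-fold and Ccn2 at least 3.54-fold, while Acta2 was 13.4-fold higher. Sox2 differed by a log2 value of 0.18 ± 0.20 SE (adjusted p = 0.64) and Olig2 by -0.17 ± 0.28 SE (adjusted p = 0.79). In total, 1553 genes differed, 763 higher and 790 lower, against 940 without Control-NSC replicate 1 and 959 without replicate 2. Median scaling moved the share of higher calls from 49.1 to 64.2%.

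Late lung pNSCs had Hoxb7 at least 24.1-fold (adjusted p = 1.5e-10) higher than Control-NSC, Hoxd8 at least 17.4-fold (adjusted p = 6.0e-10), Brinp3 at least 10.4-fold (adjusted p = 5.1e-10), Hoxa7 13.6-fold (log2 difference 3.76 ± 0.19 SE, adjusted p = 4.8e-08) and Hoxc6 at least 8.54-fold (adjusted p = 9.6e-10). The insulin-like growth factor binding protein gene Igfbp4 was 105-fold (log2 difference -6.71 ± 0.14 SE, adjusted p = 2.2e-11) lower, at 5.65 ± 0.077 against 12.36 ± 0.048 (SD, n = 2). Ddit4l was at least 62.5-fold (adjusted p = 8.3e-12) lower and Angpt2 54.8-fold (log2 difference -5.78 ± 0.15 SE, adjusted p = 1.8e-10). Of Hox genes, 13 of 28 genes tested were higher, 0 lower and 15 not called (camera adjusted p = 2.4e-10, adjusted over the list alone 13 higher and 2 lower). Of forebrain and midbrain patterning genes, 0 of 9 genes tested were higher, 3 lower and 6 not called (camera adjusted p = 0.0018, adjusted over the list alone 1 higher and 3 lower, adjusted p = 0.10 with an estimated correlation). Otx2 was at least 6.07-fold lower. For cholesterol synthesis genes, 0 of 13 genes tested were higher, 5 lower and 8 not called (camera adjusted p = 8.3e-05, adjusted over the list alone 0 higher and 7 lower, adjusted p = 0.058 with an estimated correlation). Mvd was 1.80-fold and Fdps 1.59-fold lower. Thy1 was at least 20.9-fold and Ccn2 2.48-fold lower. The log2 difference of Sox2 was -0.19 ± 0.20 SE (adjusted p = 0.67) and that of Olig2 -0.12 ± 0.28 SE (adjusted p = 0.89). Nes was 1.42-fold (log2 difference 0.50 ± 0.14 SE, adjusted p = 0.035) higher, a call lost with the deposited normalized values (adjusted p = 0.094), under median scaling (0.11), and without alpNSCs-late replicate 1 (0.21) or 2 (0.099) or Control-NSC replicate 1 (0.30). In total, 1258 genes differed, 596 higher and 662 lower, against 826 and 836 without alpNSCs-late replicate 1 or 2 and 818 and 820 without Control-NSC replicate 1 or 2.

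Across the 4 comparisons with Control-NSC, 220 genes were higher in every pNSC group and 243 lower. Independent lists of those sizes would share 0.547 and 0.591 genes. In 20 simulations of unchanged groups against the same controls the counts were 0 and 0. With no gene changed, hardly any gene can pass the adjustment, so these counts do not measure what shared controls add. Log2 differences correlated between pairs of pNSC groups at r = 0.48 to 0.81 across genes, where the simulations gave 0.50 from the shared controls alone. Their covariance was 0.132 to 0.210 against a simulated 0.0126. With 2 Control-NSC arrays, a split would leave 1 control array for each side, so the controls were not split and part of the excess may come from the shared controls.

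Late and early arrays of the limb line were compared to follow the line in culture. The synaptic receptor modulator Lypd1 was 13.9-fold (log2 difference 3.80 ± 0.12 SE, adjusted p = 3.8e-09) higher in elpNSCs-late, Ndrg1 at least 5.09-fold (adjusted p = 3.4e-05) and Gpr17 at least 4.54-fold (adjusted p = 4.2e-07). Tubb6 was at least 13.6-fold (adjusted p = 1.6e-09) lower, Hes5 17.6-fold (log2 difference -4.13 ± 0.12 SE, adjusted p = 1.6e-09) and the glutathione transferase gene Gstt3 at least 10.4-fold (adjusted p = 3.8e-09). Fos fell from 11.91 ± 0.34 to 8.05 ± 0.51 (SD, n = 2), which is 14.6-fold (log2 difference -3.87 ± 0.22 SE, adjusted p = 2.8e-07), and the other immediate-early genes Ier3 and Junb were 13.9-fold (log2 difference -3.79 ± 0.14 SE, adjusted p = 1.1e-08) and 12.2-fold (log2 difference -3.62 ± 0.20 SE, adjusted p = 2.4e-07) lower. Of cell cycle genes, 17 of 20 genes tested were higher, 0 lower and 3 not called (camera adjusted p = 3.8e-10, adjusted over the list alone 17 higher and 0 lower). Aurka was 3.23-fold, the mitotic kinase Plk1 2.49-fold, Cdk1 2.75-fold and Kif11 2.11-fold higher. Of cholesterol synthesis genes, 11 of 13 genes tested were higher, 0 lower and 2 not called (camera adjusted p = 1.1e-06, adjusted over the list alone 12 higher and 1 lower). Stard4 was 3.09-fold, Msmo1 2.58-fold, Lss 3.04-fold and Fdps 1.78-fold higher.

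Of p53 targets and CDK inhibitors in the limb line, 0 of 15 genes tested were higher, 11 lower and 4 not called (camera adjusted p = 2.6e-05, adjusted over the list alone 1 higher and 11 lower). Bbc3 was 3.52-fold, Cdkn1a 2.51-fold, Trp53inp1 2.15-fold and the p53 ubiquitin ligase Mdm2 1.85-fold lower. Of astrocyte genes, 2 of 10 genes tested were higher, 6 lower and 2 not called (camera adjusted p = 0.033, adjusted over the list alone 2 higher and 7 lower, adjusted p = 0.29 with an estimated correlation), led by Apoe (4.03-fold). Of imprinted genes, 1 of 14 genes tested were higher, 5 lower and 8 not called (camera adjusted p = 0.039, adjusted over the list alone 1 higher and 7 lower, adjusted p = 0.14 with an estimated correlation), a call also lost with normexp and offset 50 or no background correction. The astrocyte call was also lost with the deposited normalized values (adjusted p = 0.051). Ccn2, Thy1 and Ccn1 were at least 8.48-fold, at least 4.86-fold and 6.68-fold lower, and Hes1 2.88-fold. The histone gene H3c7 and the glycogen regulator Ppp1r3c were 4.96-fold and 4.62-fold higher. Sox2 differed by a log2 value of 0.16 ± 0.20 SE (adjusted p = 0.61), Nes by -0.27 ± 0.14 SE (adjusted p = 0.19) and Olig2 by -0.13 ± 0.28 SE (adjusted p = 0.80), and Olig2 was called lower without elpNSCs-early replicate 1 (adjusted p = 0.028). In total, 2413 genes differed, 1187 higher and 1226 lower, and 1602 did without elpNSCs-late replicate 2. Median scaling moved the median of all genes by 0.15 on the log2 scale and the share of higher calls from 49.2 to 78.4%, and the list directions above were kept.

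In the lung line, the transcription factor Dmrta2 was 10.3-fold (log2 difference 3.36 ± 0.15 SE, adjusted p = 3.4e-08) higher in late than in early arrays, Sostdc1 6.42-fold (log2 difference 2.68 ± 0.11 SE, adjusted p = 3.4e-08) and Brinp3 4.89-fold (log2 difference 2.29 ± 0.12 SE, adjusted p = 1.8e-07). Fos was 19.6-fold (log2 difference -4.29 ± 0.22 SE, adjusted p = 1.5e-07) lower, at 7.46 ± 0.082 against 11.75 ± 0.22 (SD, n = 2), Hes5 17.7-fold (log2 difference -4.14 ± 0.12 SE, adjusted p = 1.0e-09), the annexin gene Anxa3 at least 14-fold (adjusted p = 7.5e-10), Igfbp4 17-fold (log2 difference -4.09 ± 0.14 SE, adjusted p = 4.1e-09) and the flotillin gene Flot2 11.8-fold (log2 difference -3.56 ± 0.12 SE, adjusted p = 4.1e-09). Junb, Ccn1, Ccn2, Cdkn2b and Ier3 were 11.6-fold, at least 10.6-fold, 8.63-fold, 7.45-fold and 7.23-fold lower. Bcas1 and Pdgfra were 3.07-fold and 2.88-fold higher.

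Of cell cycle genes in the lung line, 6 of 20 genes tested were higher, 0 lower and 14 not called (camera adjusted p = 4.0e-09, adjusted over the list alone 11 higher and 0 lower). Plk1 was 2.07-fold, Cdc20 1.97-fold and Kif11 1.88-fold higher. Among cholesterol synthesis genes, 3 of 13 genes tested were higher, 0 lower and 10 not called (camera adjusted p = 7.5e-07, adjusted over the list alone 7 higher and 0 lower). Fdps was 1.81-fold and Stard4 1.80-fold higher. Of neural stem cell and radial glia genes, 0 of 17 genes tested were higher, 3 lower and 14 not called (camera adjusted p = 8.2e-04, adjusted over the list alone 1 higher and 4 lower, adjusted p = 0.093 with an estimated correlation). Hes1 was 3.83-fold lower. Among p53 targets and CDK inhibitors, 2 of 15 genes tested were higher, 3 lower and 10 not called (camera adjusted p = 0.0047, adjusted over the list alone 2 higher and 5 lower, adjusted p = 0.068 with an estimated correlation). Cdkn2a was 3.0-fold lower. Of astrocyte genes, 0 of 10 genes tested were higher, 4 lower and 6 not called (camera adjusted p = 0.010, adjusted over the list alone 1 higher and 4 lower, adjusted p = 0.22 with an estimated correlation). The gap junction gene Gja1 was 2.70-fold, the folate enzyme Aldh1l1 3.52-fold and Apoe 2.21-fold lower. Of pluripotency genes, 0 of 4 genes tested were higher, 2 lower and 2 not called (camera adjusted p = 0.038, adjusted over the list alone 0 higher and 2 lower, adjusted p = 0.16 with an estimated correlation). This call was also lost with the deposited normalized values (adjusted p = 0.081), normexp and offset 50, no background correction and no detection filter (0.18), and that for astrocyte genes with the deposited values (0.053). Sox2 differed by a log2 value of -0.094 ± 0.20 SE (adjusted p = 0.90), Nes by -0.31 ± 0.14 SE (adjusted p = 0.31) and Olig2 by 0.081 ± 0.28 SE (adjusted p = 0.95). In total, 490 genes differed, 214 higher and 276 lower, against 278 and 281 without alpNSCs-early replicate 1 or 2 and 232 and 247 without alpNSCs-late replicate 1 or 2. At a fold of at least 2, 27.3% of calls were higher in place of 43.7%.

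In both lines, 134 genes were higher in late arrays and 164 lower, where independent lists would share 25 and 33, and 27 were called in opposite directions. The late-early changes of the lines shared no arrays and correlated at r = 0.48 across genes, which are not independent replicates. Fos, Junb, Ier3, Ccn1, Ccn2, Hes5 and Hes1 were lower in late arrays of both lines.

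**Figure D3:**
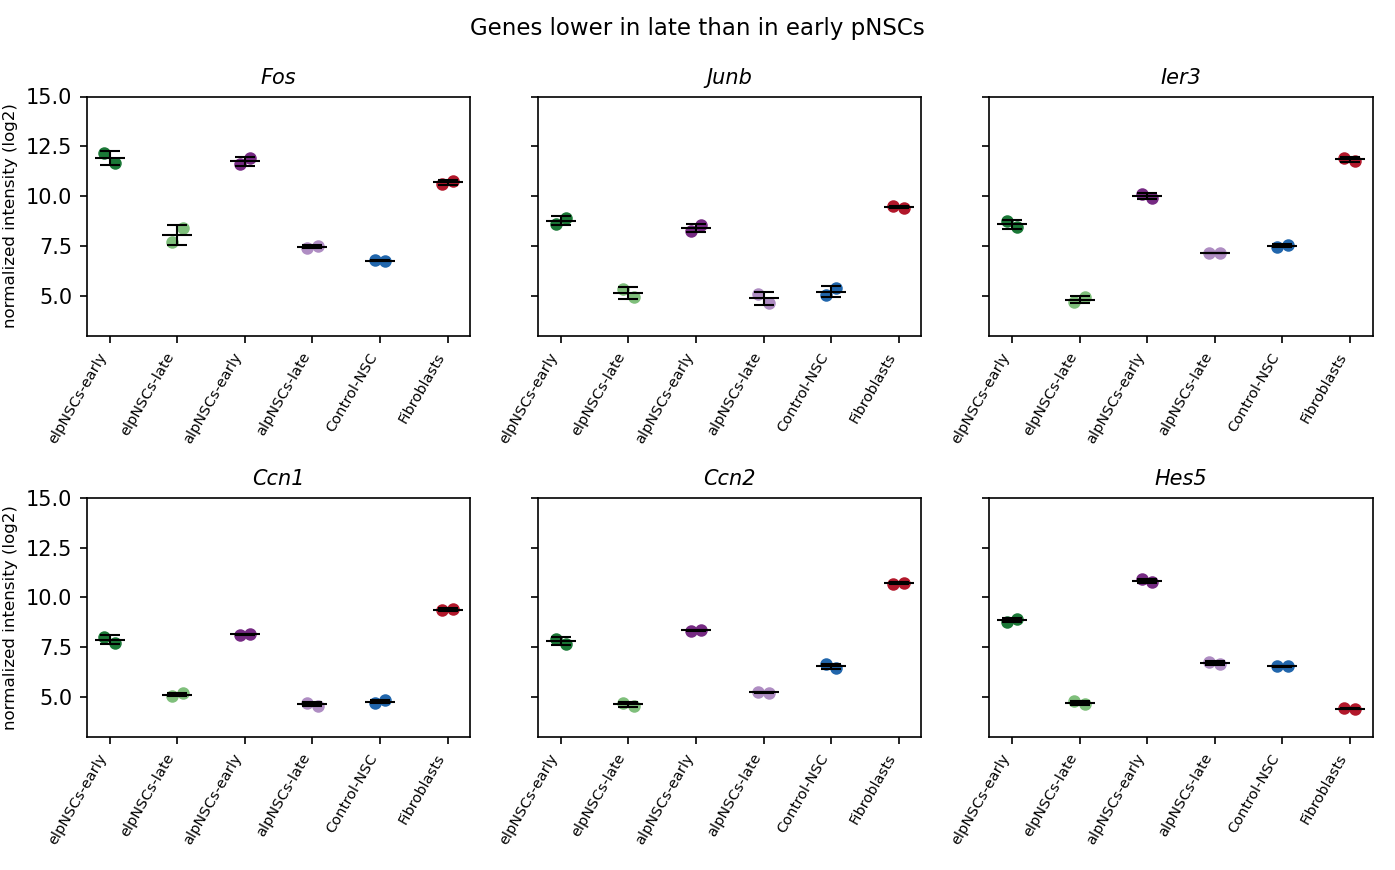
Normalized log2 intensity (vertical axis) of Fos, Junb, Ier3, Ccn1, Ccn2 and Hes5 in the 6 groups (horizontal axis). Points are arrays, and black bars give the mean ± SD of 2 arrays. Fos lies at 11.91 and 11.75 in the early limb and lung groups, 8.05 and 7.46 in the late groups, and 6.76 in Control-NSC.

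The lung and limb lines were compared at the early and then at the late stage. Each tissue is represented by a single line label, embryonic for limb and adult for lung. Tissue of origin therefore cannot be told apart from the line itself or from donor age at either stage. Bag3 was at least 47.1-fold (adjusted p = 2.6e-11) higher in alpNSCs-early, the zinc finger factor Zic1 at least 31.6-fold (adjusted p = 2.9e-11) and Hoxc6 34.5-fold (log2 difference 5.11 ± 0.12 SE, adjusted p = 5.8e-11), at 10.20 ± 0.013 against 5.09 ± 0.18 (SD, n = 2). Npepl1 was 26.9-fold (log2 difference 4.75 ± 0.15 SE, adjusted p = 1.2e-09) higher, the collagen chaperone Serpinh1 at least 22.2-fold (adjusted p = 2.4e-09) and Nes 4.60-fold (log2 difference 2.20 ± 0.14 SE, adjusted p = 4.7e-07). Vxn was at least 61.2-fold (adjusted p = 1.7e-11) lower, Angpt2 65.3-fold (log2 difference -6.03 ± 0.15 SE, adjusted p = 1.3e-10) and Scrg1 14.1-fold (log2 difference -3.82 ± 0.14 SE, adjusted p = 3.2e-09). Of Hox genes, 9 of 28 genes tested were higher, 0 lower and 19 not called (camera adjusted p = 3.1e-05, adjusted over the list alone 9 higher and 0 lower). Hoxb6 was at least 5.58-fold, Hoxb7 3.66-fold and Hoxd9 4.72-fold higher. Of fibroblast and extracellular matrix genes, 2 of 24 genes tested were higher, 6 lower and 16 not called (camera adjusted p = 0.016, adjusted over the list alone 2 higher and 7 lower, adjusted p = 0.087 with an estimated correlation), a call also lost with no background correction. Acta2 was 10.1-fold, Thy1 at least 4.80-fold and Col6a1 5.92-fold lower.

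Of cell cycle genes in alpNSCs-early against elpNSCs-early, 11 of 20 genes tested were higher, 0 lower and 9 not called (camera adjusted p = 7.5e-07, adjusted over the list alone 15 higher and 0 lower). Ccna2 was 1.81-fold higher. Cdk1 was 1.62-fold (log2 difference 0.70 ± 0.15 SE, adjusted p = 0.0094) higher, a call lost with the mean over probes (adjusted p = 0.21) and without elpNSCs-early replicate 1 (0.063) or alpNSCs-early replicate 1 (0.11). Of astrocyte genes, 2 of 10 genes tested were higher, 5 lower and 3 not called (camera adjusted p = 0.020, adjusted over the list alone 3 higher and 6 lower, adjusted p = 0.26 with an estimated correlation). Clu was 2.2-fold, S100b 4.14-fold and Gja1 2.03-fold lower. Of oligodendrocyte lineage genes, 1 of 9 genes tested were higher, 3 lower and 5 not called (camera adjusted p = 0.048, adjusted over the list alone 1 higher and 4 lower, adjusted p = 0.16 with an estimated correlation). This call was also lost with the deposited normalized values (adjusted p = 0.058), normexp and offset 50 and no background correction. The log2 difference of Sox2 was -0.12 ± 0.20 SE (adjusted p = 0.79) and that of Olig2 -0.17 ± 0.28 SE (adjusted p = 0.80), and Olig2 was called lower without elpNSCs-early replicate 1 (adjusted p = 0.038). In total, 1267 genes differed, 592 higher and 675 lower, and 752 did without alpNSCs-early replicate 1. Median scaling moved the share of higher calls from 46.7 to 60.1%.

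At the late stage, Tubb6 was at least 85.5-fold (adjusted p = 9.9e-12) higher in alpNSCs-late than in elpNSCs-late, Bag3 at least 56.2-fold (adjusted p = 2.1e-11) and Zic1 at least 29.1-fold (adjusted p = 2.7e-11). Vxn was at least 36.0-fold (adjusted p = 2.5e-11) lower, Angpt2 44.8-fold (log2 difference -5.49 ± 0.15 SE, adjusted p = 2.5e-10), Igfbp4 37.2-fold (log2 difference -5.22 ± 0.14 SE, adjusted p = 1.2e-10) and Acta2 at least 22.7-fold (adjusted p = 9.6e-11). Nes was 4.49-fold (log2 difference 2.17 ± 0.14 SE, adjusted p = 4.2e-07) higher, at 10.71 ± 0.077 against 8.54 ± 0.17 (SD, n = 2). Of Hox genes, 6 of 28 genes tested were higher, 0 lower and 22 not called (camera adjusted p = 0.0025, adjusted over the list alone 8 higher and 0 lower). Hoxc6 was at least 8.75-fold, Hoxb6 at least 4.04-fold and Hoxb7 4.87-fold higher. Of oligodendrocyte lineage genes, 0 of 9 genes tested were higher, 4 lower and 5 not called (camera adjusted p = 0.0021, adjusted over the list alone 1 higher and 5 lower, adjusted p = 0.059 with an estimated correlation). Gpr17 was 4.84-fold and Ugt8a at least 4.30-fold lower. Among p53 targets and CDK inhibitors, 9 of 15 genes tested were higher, 2 lower and 4 not called (camera adjusted p = 0.0030, adjusted over the list alone 10 higher and 2 lower, adjusted p = 0.059 with an estimated correlation). Bbc3 was 2.30-fold and Cdkn1a 1.65-fold higher and Cdkn2b 11.1-fold lower. The log2 difference of Sox2 was -0.38 ± 0.20 SE (adjusted p = 0.31) and that of Olig2 0.046 ± 0.28 SE (adjusted p = 0.96). In total, 1106 genes differed, 537 higher and 569 lower, against 711 without elpNSCs-late replicate 2 and 617 and 642 without alpNSCs-late replicate 1 or 2. Median scaling moved the share of higher calls from 48.6 to 32.2%.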

Values the study reported

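As starting material for its low-pH lines, the study used limb cells of the embryo at passage 4 and lung cells of the adult at passage 2.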

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

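All tests of explanations here were chosen after the results were seen, while the test of whether late-early changes differ between the lines was planned.

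The late-early change differed between the lung and limb lines for 574 genes, by limma's test of the difference itself. Of these, 500 were called in the limb line, 143 in the lung line, 81 in both and 12 in neither. The count was 312 without alpNSCs-early replicate 1, 360 without elpNSCs-late replicate 2, and 278 and 324 without alpNSCs-late replicate 1 or 2. Written as lung minus limb on the log2 scale, the difference was 4.58 for Tubb6, 3.97 for Casp1, 2.97 for Sostdc1 and 2.68 for Thy1. It was -3.93 for Lypd1, -3.60 for Igfbp4, -3.17 for Anxa3, -2.74 for Ugt8a, -2.47 for Cdkn2b and -2.16 for Gpr17. Adjusted p for these 10 genes was at most 7.3e-05, and where a gene was at background on a side the size is not exact.

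The cell cycle list differed between the lines (camera adjusted p = 0.00034, 0 of 20 genes higher and 2 lower, adjusted over the list alone 0 higher and 4 lower), with differences of -0.91 for Pcna and -0.88 for Cdk1. The cholesterol synthesis list also differed (adjusted p = 0.018, 0 of 13 higher and 1 lower, adjusted over the list alone 0 higher and 3 lower, adjusted p = 0.17 with an estimated correlation), with -0.78 for Stard4. The p53 target and CDK inhibitor list differed upwards (adjusted p = 0.012, 5 of 15 higher and 2 lower, adjusted over the list alone 9 higher and 2 lower, adjusted p = 0.087 with an estimated correlation), with 1.36 for Bbc3 and 0.97 for Cdkn1a. The single-gene calls for Pcna, Cdk1 and Stard4 were close to the threshold (adjusted p = 0.033, 0.033 and 0.038) and fragile. All 3 were lost with the deposited normalized values (0.090, 0.091 and 0.094). Pcna and Cdk1 were lost with no detection filter (0.054 and 0.051), and Cdk1 and Bbc3 with the mean over probes (0.053 and 0.24), while Cdkn1a was lost under median scaling (0.078).

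The calls for Pcna, Cdk1 and Stard4, already close to the threshold, were also lost on leaving out any of several arrays. The differences kept their sign in each such fit. Pcna was lost without elpNSCs-early replicate 1 (adjusted p = 0.058), alpNSCs-early replicate 1 (0.12) or 2 (0.063), elpNSCs-late replicate 2 (0.10), or alpNSCs-late replicate 1 (0.061) or 2 (0.13). Cdk1 was lost without elpNSCs-early replicate 1 (0.079), alpNSCs-early replicate 1 (0.13), elpNSCs-late replicate 2 (0.11), or alpNSCs-late replicate 1 (0.087) or 2 (0.12). Stard4 was lost without elpNSCs-early replicate 2 (0.074), alpNSCs-early replicate 1 (0.14) or 2 (0.067), elpNSCs-late replicate 1 (0.089) or 2 (0.076), or alpNSCs-late replicate 1 (0.14) or 2 (0.083).

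More genes differed between late and early arrays in the limb line (2413) than in the lung line (490). That a single array decides this is argued against, since the lowest limb count with 1 limb array left out was 1602 (without elpNSCs-late replicate 2) and the highest lung count over all settings 558. Whether quantile normalization between arrays adds to the larger limb count cannot be told from these settings. With median scaling in its place, the ratio of limb to lung counts was 7.72, against 4.92. Median scaling itself moved the share of higher limb calls from 49.2 to 78.4%, so it does not test the quantile step cleanly. The ratio was 5.77 with the deposited values. Their medians per array were also nearly equal (3.26 to 3.27), so they do not test the step either. The ratios with normexp and offset 50 (4.67) and with no background correction (4.40) keep the quantile step and do not test it. The gap was smaller with only the arrays compared (944 and 403) and at a fold of at least 2 (453 and 132), so its size depends on the setting. Replicate r was lowest in elpNSCs-early (0.990), a spread that a variance pooled over all groups can understate, and how far this raises the limb count stays open. Leaving out alpNSCs-early replicate 1 or 2 gave 278 and 281 lung calls, and alpNSCs-late replicate 1 or 2 gave 232 and 247. A different span of culture between early and late in the lines, or a difference between tissues, may lie behind it and stays open, since the labels give no passages.

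Fos, Junb, Ier3, Ccn1, Ccn2, Hes5, Hes1 and Flot2 were lower in late than in early arrays of both lines. Fibroblasts remaining in early cultures are argued against, since 10 abundant fibroblast genes gave a median share of fibroblast RNA of 0.0172% in limb and -0.0267% in lung, where the 8 genes needed medians of 46.4 and 42.9%. Of 24 other immediate-early genes tested, 9 (37.5%, against 1.62% of all genes) were also lower in both lines. A response to handling or growth factors at harvest of the early cultures would give this. So would a lasting difference between early and late cultures, so the count does not tell them apart. Hes5 and Flot2 are not immediate-early genes. A change from early to late culture, which is the contrast itself, stays open and untested.

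Eif2s3y, a Y-linked translation factor gene singled out after its values were seen, was lower in all 4 pNSC groups than in Control-NSC (at least 15.7-fold in their mean, limma adjusted p = 7.7e-09). It was detected on 4 of 8 pNSC arrays, and on 0 of alpNSCs-late. Loss of the Y chromosome is argued against by Kdm5d, which differed by 0.059 (95% interval -0.32 to 0.44), and female lines with an inactive X by Xist, detected on 0 of 8 pNSC arrays. A sequence difference under the probe or a partial deletion of the Y chromosome could give this pattern and cannot be told apart from other causes, since 1 probe measures Eif2s3y. No other biological explanation was tested.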

How the results depend on the processing

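All alternatives here were planned, while the summaries over them were chosen after the results were seen. The rule for single genes favours large changes and small p-values in these data, so the next tallies do not measure the stability of calls in general. They also leave out the fits with only the arrays compared and the fold threshold. Of 348 results for single genes drawn by the rule, 3113 of 3128 values under other processing kept their call or lack of one, 15 lost it and 0 reversed. With 1 array left out, 1661 of 1692 did, 27 lost a call and 4 gained one. A gene with no call has no direction here: Sox2 against Control-NSC ranged from -0.40 to 0.39 with 0 calls in 76 settings, and Olig2 from -0.61 to 0.53 with 1. Of 368 values for called lists, 309 kept the call and 59 lost it, 47 with an estimated correlation (45 lists called in all, against 92), 9 with the deposited values, 2 with no detection filter and 1 with a replicate block (stem cell list, mean of the pNSC groups). All 92 list directions were kept under the 4 other normalizations. Outside the 368 values, 87 of the 92 list calls were kept with normexp and offset 50, 86 with no background correction and 89 under median scaling. Of counts of genes, 145 of 150 lay within 1.5 times. That tally leaves out the fold threshold and the single arrays left out, which are given below. Signal over background limits dim genes, whose folds are bounds. Slide as a block was not run, since no slides are named. A lone array of a group is assumed to vary like the other groups. The cause of the shifts below was not tested unless stated.

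Requiring a fold of at least 2, which by construction removes small changes, gave 655, 541, 445 and 394 genes for elpNSCs-early, alpNSCs-early, elpNSCs-late and alpNSCs-late against Control-NSC and 350 for their mean. Against Fibroblasts it gave 2701, 2830, 3091 and 2988, and 3022 for Control-NSC. It gave 453 late against early in limb and 132 in lung, 342 and 327 for lung against limb early and late, and 268 for the difference of late-early changes. With only the arrays compared, and so fewer samples, elpNSCs-early against Control-NSC gave 1729, limb late against early 944, lung against limb early 580 and the difference of changes 290, which was 328 with the deposited values.

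The mean r of pNSC with Control-NSC arrays was 0.958 with the deposited values, 0.975 with an offset of 50, 0.976 with no background correction, 0.981 with no filter, 0.966 with the stricter filter, 0.958 as Spearman rho and 0.854 over the 1000 most variable genes. That with Fibroblasts was 0.742, 0.806, 0.811, 0.870, 0.753, 0.745 and -0.245. The lowest replicate r was 0.983 with the deposited values and 0.993 with no filter.

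With 1 array left out, counts against Control-NSC ranged from 1730 to 2704 (elpNSCs-early), 1232 to 1362 (alpNSCs-early), 940 to 1397 (elpNSCs-late), 818 to 836 (alpNSCs-late) and 1107 to 2292 (mean). Against Fibroblasts they ranged from 5126 to 5803, 5362 to 5476, 5634 to 5922 and 5457 to 5548, and 5501 to 5537 for Control-NSC. Late against early ranged from 1602 to 2301 in limb and 232 to 281 in lung, lung against limb from 752 to 1468 early and 617 to 952 late, and the difference of changes from 278 to 809. Arrays whose removal moved a count by over 1.5 times are named beside each count above.

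Under median scaling, 25.4% of calls for the difference of changes were positive in place of 56.3%, and the median of all genes moved to -0.16. It moved to 0.24 from 0.12 for elpNSCs-late against Fibroblasts, and with no filter to 0.022 and 0.021 for elpNSCs-late and alpNSCs-late from 0.12 and 0.13.

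The replicate number as a block gave 2855, 2004, 1707 and 1364 calls for the 4 pNSC groups against Control-NSC, 2621 and 535 late against early in limb and lung, and 681 for the difference of changes. Deviations of same-numbered arrays correlated between groups at -0.15 to 0.24 (median 0.134, over 0.1 in 10 of 15 pairs). The labels give the samples only a common number and not every pair passes 0.1, so they are not paired here, and a shared effect of the number is not excluded.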

Other observations

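All single genes named in this part were chosen after their values were seen, while the gene lists were fixed beforehand.

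The posterior genes Hoxd10, Hoxa11, Hoxd13 and Hoxd12 were detected in Fibroblasts alone. Hoxd10 lay at 8.74 ± 0.0069 in Fibroblasts (SD, n = 2), Hoxa11 at 7.03 ± 0.22, Hoxd13 at 6.06 ± 0.18 and Hoxd12 at 5.71 ± 0.12, each detected on 2 of 2 arrays. The same 4 genes were detected on 0 of the 2 arrays of every pNSC group, limb lines included, and of Control-NSC. Hoxc9 was detected on 2 alpNSCs-early arrays (5.54 ± 0.092) and 2 Fibroblasts arrays (6.73 ± 0.14), and on 0 arrays of the other groups. Other posterior genes did not follow this. Hoxd11 was detected on 1 Fibroblasts array (mean 4.71) and 2 elpNSCs-early arrays (4.80), Hoxa13 on 2 arrays of every group, and Hoxc10 on 2 arrays of Fibroblasts and of each lung group. Hoxd9 lay at 7.27 in alpNSCs-early and 7.55 in alpNSCs-late, above the 6.12 of Fibroblasts. Hoxa5, a more anterior gene, lay at 11.32 to 11.65 in the pNSC groups, 10.29 in Control-NSC and 7.35 in Fibroblasts.

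The lists that follow, among them those for the tissues of origin, were not called between the mean of the pNSC groups and Control-NSC. The oligodendrocyte lineage list was called there, as given above. Of 4 lung epithelium genes tested, 0 were higher and 0 lower (camera adjusted p = 0.82, adjusted over the list alone 0 higher and 0 lower), and of 9 limb mesenchyme, cartilage and muscle genes 1 was higher and 0 lower (camera adjusted p = 0.57, adjusted over the list alone 1 higher and 0 lower). Of 5 neural crest and Schwann cell genes, 1 was higher and 2 lower (camera adjusted p = 0.76, adjusted over the list alone 2 higher and 2 lower). For endothelium, 0 of 5 genes tested were higher, 0 lower and 5 not called (camera adjusted p = 0.73, adjusted over the list alone 0 higher and 0 lower), for blood and macrophage genes 0 of 3 genes tested were higher, 0 lower and 3 not called (camera adjusted p = 0.76, adjusted over the list alone 0 higher and 0 lower), and for interferon-response genes 2 of 18 genes tested were higher, 4 lower and 12 not called (camera adjusted p = 0.87, adjusted over the list alone 3 higher and 4 lower). For fibroblast and extracellular matrix genes, 3 of 24 genes tested were higher, 3 lower and 18 not called (camera adjusted p = 0.60, adjusted over the list alone 3 higher and 3 lower), for neuron and neuroblast genes 5 of 12 genes tested were higher, 1 lower and 6 not called (camera adjusted p = 0.069, adjusted over the list alone 6 higher and 1 lower), and for astrocyte genes 3 of 10 genes tested were higher, 2 lower and 5 not called (camera adjusted p = 0.60, adjusted over the list alone 3 higher and 2 lower). For imprinted genes, 1 of 14 genes tested were higher, 3 lower and 10 not called (camera adjusted p = 0.44, adjusted over the list alone 1 higher and 3 lower), for pluripotency genes 1 of 4 genes tested were higher, 0 lower and 3 not called (camera adjusted p = 0.66, adjusted over the list alone 1 higher and 0 lower), and for sex-linked genes 0 of 4 genes tested were higher, 1 lower and 3 not called (camera adjusted p = 0.31, adjusted over the list alone 0 higher and 1 lower). A list that is not called is not shown to be alike in the groups.

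The X-inactivation RNA Xist was detected on 2 Fibroblasts arrays and on 0 arrays of pNSCs or Control-NSC. It was at least 5.46-fold (adjusted p = 2.8e-09) lower in Control-NSC than in Fibroblasts by limma. The Y-linked genes Eif2s3y, Kdm5d and Uty were 19.3-fold, 2.94-fold and 1.5-fold higher in Control-NSC than in Fibroblasts. Kdm5d and Uty were still detected on 2 Fibroblasts arrays, at 4.95 and 4.96, and Eif2s3y on 1. Fibroblasts are therefore not shown to be female alone.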
